# miRNA-200b—A Potential Biomarker Identified in a Porcine Model of Cardiogenic Shock and Mechanical Unloading

**DOI:** 10.3389/fcvm.2022.881067

**Published:** 2022-05-25

**Authors:** Christian Riehle, Jan-Thorben Sieweke, Sayan Bakshi, Chae-Myeong Ha, Nanna Louise Junker Udesen, Ole K. Møller-Helgestad, Natali Froese, Hanne Berg Ravn, Heike Bähre, Robert Geffers, Roland Seifert, Jacob E. Møller, Adam R. Wende, Johann Bauersachs, Andreas Schäfer

**Keywords:** cardiogenic shock, circulating biomarkers, mechanical unloading, metabolomics, RNA sequencing

## Abstract

**Background:**

Cardiogenic shock (CS) alters whole body metabolism and circulating biomarkers serve as prognostic markers in CS patients. Percutaneous ventricular assist devices (pVADs) unload the left ventricle by actively ejecting blood into the aorta. The goal of the present study was to identify alterations in circulating metabolites and transcripts in a large animal model that might serve as potential prognostic biomarkers in acute CS and additional left ventricular unloading by Impella ^®^ pVAD support.

**Methods:**

CS was induced in a preclinical large animal model by injecting microspheres into the left coronary artery system in six pigs. After the induction of CS, mechanical pVAD support was implemented for 30 min total. Serum samples were collected under basal conditions, after the onset of CS, and following additional pVAD unloading. Circulating metabolites were determined by metabolomic analysis, circulating RNA entities by RNA sequencing.

**Results:**

CS and additional pVAD support alter the abundance of circulating metabolites involved in Aminoacyl-tRNA biosynthesis and amino acid metabolism. RNA sequencing revealed decreased abundance of the hypoxia sensitive miRNA-200b following the induction of CS, which was reversed following pVAD support.

**Conclusion:**

The hypoxamir miRNA-200b is a potential circulating marker that is repressed in CS and is restored following pVAD support. The early transcriptional response with increased miRNA-200b expression following only 30 min of pVAD support suggests that mechanical unloading alters whole body metabolism. Future studies are required to delineate the impact of serum miRNA-200b levels as a prognostic marker in patients with acute CS and pVAD unloading.

## Introduction

Acute myocardial infarction complicated by cardiogenic shock (AMI-CS) is a life threatening condition with a mortality rate greater than 50% (1). AMI-CS is characterized by decreased cardiac output, organ hypoperfusion, tissue hypoxia, and cellular damage, which may result in multi-organ failure and death. Several therapeutic approaches have been developed to increase cardiac output and preserve organ perfusion in AMI-CS patients, including extracorporeal membrane oxygenation (ECMO), intra-aortic balloon pump (IABP) counterpulsation, and catheter-based percutaneous ventricular assist device (pVAD) support. While mechanical circulatory support is an intuitive therapeutic approach, IABP counterpulsation did not reduce 30-day mortality in AMI-CS patients (2), and is therefore not recommended by current guidelines (3). The Impella ^®^ pVAD (Abiomed, Danvers, MA, United States) is a promising approach used to actively unload the left ventricle (LV) by ejecting blood across the aortic valve into the ascending aorta (4–7). Ongoing studies investigate whether Impella ^®^ pVAD support improves survival in patients with AMI-CS (8). Therefore, it is of great interest to identify circulating biomarkers under conditions of AMI-CS and following pVAD unloading, which can easily be determined in patients on a routine basis.

Circulating metabolites are biomarkers for several diseases and are used in predictive risk scores of cardiogenic shock (CS) (9). Metabolites reflect alterations in organ perfusion and indicate cellular damage. Similar to metabolites, non-coding RNAs (ncRNA), including microRNAs (miRNAs), have a great potential to serve as biomarkers for numerous diseases, including cardiomyopathies (10, 11). ncRNAs can be detected in tissues and in fluids and are master regulators of metabolism (12, 13). Therefore, serum levels of ncRNAs provide a molecular fingerprint and are a powerful tool to assess changes in whole body metabolism.

The goal of the present study was to identify signatures in circulating metabolites and transcripts in AMI-CS and following LV mechanical unloading by pVAD, which might serve as potential biomarkers. We therefore used a large animal model and performed a multi-omics approach to identify changes in the serum metabolome and circulating transcripts.

## Materials and Methods

### Animal Studies

Animal experiments were conducted with approval from and in accordance with guidelines from the Danish Animal Experiments Inspectorate at the University of Southern Denmark, Odense, Denmark (authorization number: 2016-15-00951). The investigation conforms to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1985). Six Danish Landrace female pigs were studied (14). Animals were selected based on the availability of serum samples for further analysis. The individual hemodynamic response to the induction of CS and mechanical unloading was not considered for the selection of serum samples. The experimental protocol for anesthesia, the induction of CS, and mechanical unloading by Impella ^®^ CP pVAD support has been described in detail (14). Briefly, after induction of anesthesia, CS was induced by stepwise injecting 0.125 g polyvinyl alcohol microsphere particles (Contour™; Boston Scientific, Marlborough, MA, United States) mixed with 10 ml saline and 10 ml contrast agent into the left main coronary artery (LMCA) (15). Hemodynamics were allowed to stabilize for the duration of 2–3 min after each injection prior to the administration of the next 1 ml injection. CS was defined as a reduction of SvO_2_ to < 50% of the Baseline value or an absolute value of < 30% and/or cardiac index < 1.5 l/min/m^2^ sustained for the duration of at least 10 min. Mechanical support with an Impella ^®^ CP pVAD was initiated after the onset of CS and was continued for the remaining duration of the study of 30 min. Impella ^®^ CP support was initiated at full speed (performance level 8), which resulted in an average flow rate of 3.18 ± 0.10 l/min. Impella performance was similar across all animals investigated. After completion of the studies, animals were sacrificed by a lethal dose of pentobarbital (Figure 1 and Supplementary Table 1).

**FIGURE 1:**
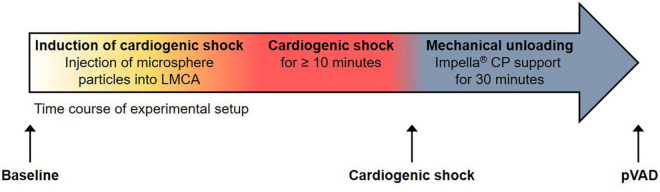
Experimental setup. Time course of experimental setup with induction of cardiogenic shock and percutaneous ventricular assist device (pVAD) support by Impella ^®^ CP. Serum samples were collected at the time points denoted by black arrows. Note that the time point “pVAD” refers to pVAD support in the presence of cardiogenic shock.

### Serum Collection

Venous blood samples were collected at the time points indicated in Figure 1 and were immediately centrifuged at 2,000 g for 10 min at 4^°^C. The liquid supernatant was snap frozen in liquid nitrogen and stored at −80°C until subjected to further analysis.

### RNA Sequencing Analysis

RNA from serum samples was isolated using the miRNeasy Serum/Plasma Advanced Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Quality and integrity of total RNA was controlled using a 2100 Bioanalyzer System (Agilent Technologies, Waldbronn, Germany). RNA sequencing and bioinformatic analysis were performed as described in detail in Supplementary Material. RNA sequencing data have been deposited to the GEO database under the accession number GSE199090.

### Metabolomic Analysis

To detect whole body metabolic alterations in CS and additional pVAD support, a LC-MS and GC-MS metabolomic analysis using serum samples was performed as described in detail in the Supplementary Material.

### Statistical Analysis

See the Supplementary Material for details.

## Results

### Metabolomic Profiling of Serum

A total of 151 metabolites was analyzed (Figures 2A,B, Supplementary Figure 1, and Supplementary Table 2). We observed an increased abundance of 12 metabolites following the induction of CS compared to Baseline (L-Methionine, L-Tyrosine, Total DMA, L-Leucine, L-Asparagine, L-Isoleucine, Ornithine, L-Phenylalanine, L-Lysine, PC ae C32:2, PC aa C34:4, and Spermidine). pVAD support during CS increased the abundance of 10 metabolites (L-Serine, L-Threonine, L-Asparagine, L-Isoleucine, Ornithine, L-Phenylalanine, L-Lysine, Spermidine, L-Glutamic acid, and L-Valine). LysoPC a C18:0 was the only metabolite that decreased following pVAD support during CS. A total of 23 metabolites was increased and 8 metabolites were decreased in the comparison pVAD relative to Baseline (Figure 2B). To identify biomarkers that are regulated by pVAD unloading in CS, we focused on metabolites that were altered in the comparisons CS vs. Baseline and pVAD vs. CS in the opposite direction. No metabolite and pathway were identified by our bioinformatics analysis after applying these selection criteria. Variable importance in projection (VIP) score analyses were separately performed for lipid species and the remaining metabolites. This analysis identified L-Tryptophan, L-lactic acid and hexose as the top three characteristic non-lipids (Figure 2C), and Phosphatidylcholine diacyl C 36:2 (PC aa C36:2), Phosphatidylcholine diacyl C 34:2 (PC aa C34:2) and Shingomyeline C 16:0 (SM C16:0) as the top three characteristic lipids (Figure 2D) to separate groups. Our pathway analysis identified Aminoacyl-tRNA biosynthesis and valine, leucine, and isoleucine biosynthesis as the top regulated pathways for the comparisons CS vs. Baseline, pVAD vs. CS, and pVAD vs. Baseline (Figure 2E). Together, these data indicate that the identified circulating metabolites (summarized in Supplementary Table 2) do not serve as biomarkers in AMI-CS and pVAD-mediated unloading since no metabolite was identified that was altered in the comparisons CS vs. Baseline and pVAD vs. CS in the opposite direction.

**FIGURE 2:**
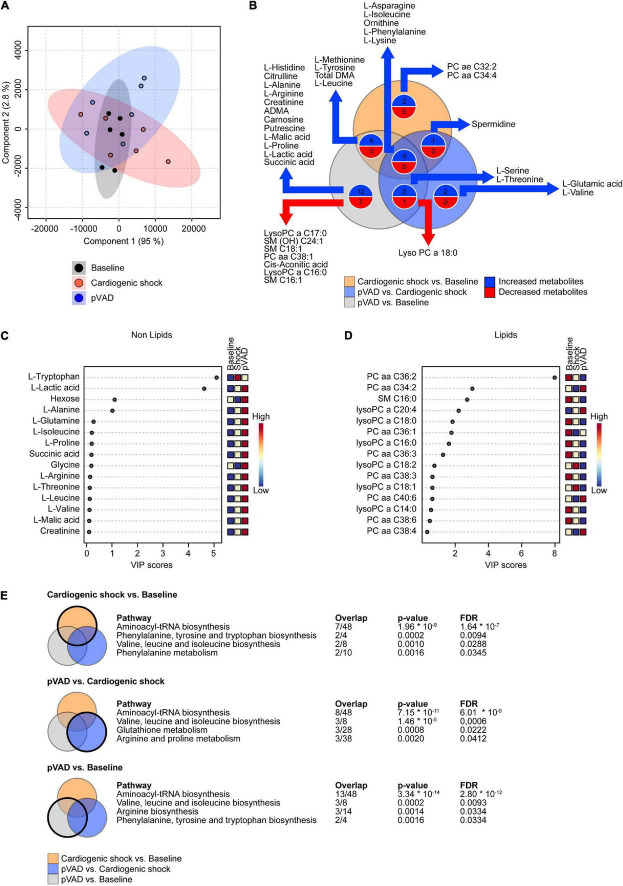
Metabolomic profiling of serum. **(A)** Partial Least Squares-Discriminant Analysis (PLS-DA) visualizing global metabolite abundance. **(B)** Venn diagram illustrating the number of altered metabolites as determined by LC-MS and GC-MS metabolomic analysis. Numbers of metabolites presented in the Venn diagram correspond to *p* < 0.05. **(C,D)** Variable importance in projection (VIP) score analyses. **(E)** Significantly enriched pathways for the comparisons as indicated (cut-off: false discovery rate (FDR) *p* < 0.05); pVAD, percutaneous ventricular assist device.

### Transcriptomic Profiling of Serum

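Each of 6 pigs was bled at Baseline, in CS and on pVAD support, so the RNA comparisons set serum of the same animals side by side. The authors' deposited counts, raw reads per Ensembl gene, were used, with 17 of the 18 libraries (6 Baseline, 5 CS, 6 pVAD) because the library the paper set aside was set aside here too. Time points were compared with the edgeR quasi-likelihood test after TMM scaling, all 17 libraries in a single fit without a term for the pig. A transcript counts as called at unadjusted p below 0.05 with a fold change above 1.5. Levels are given as CPM (counts scaled to a common library size with the TMM factors), mean ± SD over the libraries of a time point, and changes as log2 fold changes with their standard error (SE).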

To detect transcripts that are altered in CS and following pVAD-mediated unloading that might serve as potential prognostic biomarkers, we performed a RNA sequencing experiment using aliquots of the same serum samples that were subjected to our metabolomic analysis. We detected a total of 26,146 transcripts; 932 of these transcripts were altered for the comparison CS vs. Baseline (*n* = 493 increased, *n* = 439 decreased), 838 transcripts for the comparison pVAD vs. CS (*n* = 392 increased, *n* = 446 decreased), and 240 transcripts for the comparison pVAD vs. Baseline (*n* = 121 increased, *n* = 119 decreased; cutoff each: *p* < 0.05 and a | fold change| > 1.5; Figures 3A–C, Supplementary Figures 2, 3, and Supplementary Tables 3, 4). 

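Serum in CS carried more of the interferon-induced gene IFI6 and of GIMAP8, a GTPase of lymphocytes, than at Baseline. It carried less S1PR3, a sphingosine-1-phosphate receptor of vessel walls, and less SFTPC, the surfactant protein C of lung alveolar cells. From CS to pVAD the Wnt pathway gene DVL2 fell. Against Baseline, serum on pVAD held more CXCL8, the chemokine that draws neutrophils, and less GNAT1, a transducin of rod cells.
IFI6 went from 2.25 ± 0.385 CPM at Baseline (n = 6) to 6.47 ± 2.59 in CS (n = 5), log2 1.53 (SE 0.35), and GIMAP8 from 5.45 ± 1.07 to 10.2 ± 4.61, log2 0.90 (SE 0.29). S1PR3 went from 7.34 ± 1.20 to 4.21 ± 0.848 CPM, log2 -0.80 (SE 0.26), and SFTPC from 3.01 ± 0.332 to 1.16 ± 0.761, log2 -1.37 (SE 0.46). DVL2 averaged 10.4 ± 7.80 CPM in CS and 3.95 ± 0.983 on pVAD (n = 6), log2 -1.39 (SE 0.40). CXCL8 averaged 0.174 ± 0.147 CPM at Baseline and 1.19 ± 1.05 on pVAD, log2 2.72 (SE 0.97), and GNAT1 6.02 ± 3.28 and 2.74 ± 1.09, log2 -1.13 (SE 0.39). Each of these calls held without each library in turn and with the pig as a block, and each has an edgeR adjusted p of 0.999 or 1. DVL2 is at -0.80 without CS replicate 1, and CXCL8 at 2.08 without pVAD replicate 2.
The edgeR test called 738 transcripts for CS vs. Baseline (415 higher, 323 lower), 635 for pVAD vs. CS (289 higher, 346 lower) and 218 for pVAD vs. Baseline (116 higher, 102 lower). Unadjusted p below 0.05 was reached by 808, 695 and 228 transcripts, against 1307.3 if p values were evenly spread. Random regroupings of the libraries called medians of 688, 682 and 651 transcripts, so 1307.3 is not the level that chance gives here. Without CS replicate 1 the first of the real call counts drops to 486. The second is 388 without CS replicate 1, 999 without CS replicate 2 and 960 without CS replicate 5. The third is 422 without Baseline replicate 6 and 110 after the edgeR filterByExpr filter.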

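Transcripts of the splicing machinery leaned higher in CS than at Baseline. PRPF4, a protein of the U4/U6 particle, SRSF11 and SRSF9, serine/arginine-rich factors that help choose splice sites, and SF3B2, part of the U2 particle that binds the branch point, rose. Of the 99 splicing genes measured, 65 were above Baseline and 34 below, and none was called lower.
PRPF4 went from 3.19 ± 1.55 CPM (n = 6) to 6.65 ± 2.24 (n = 5), log2 1.06 (SE 0.39). SRSF11 changed by log2 1.30 (SE 0.49), SRSF9 by 0.94 and SF3B2 by 0.82 (SE 0.34), each with an edgeR adjusted p of 1. In all, 13 splicing genes were called higher and 0 lower (camera adjusted p = 0.0142, two-sided, adjusted p = 0.572 with an estimated correlation), with a median log2 change of 0.13. Adjusted over the list alone 0 of the 99 pass, as over all genes. Of the 269 transcripts with a symbol called higher, 13 are splicing genes where 1.77 are expected from the 15072 tested (odds ratio 8.69, one-sided Fisher p = 2.2e-08). The list was written after the paper's splicing enrichment in these data had been read. A random regrouping of the libraries reached a Fisher p of 1.6e-08 for this list, counting either direction.
In CS replicate 4 the 4 most abundant transcripts hold 71.5% of the counts, and without that library the odds ratio is 3.44 and the camera adjusted p 0.913. The camera call is also lost without CS replicate 1 (0.0801), Baseline replicate 1 (0.0506), Baseline replicate 3 (0.332) or Baseline replicate 6 (0.321) and with the pig as a block (0.0857). SRSF11 lost its call without CS replicate 1 (1.07) or CS replicate 4 (0.86), SF3B2 without CS replicate 1 (0.62), CS replicate 4 (0.42) or with the pig as a block (0.60), SRSF9 without CS replicate 1 (0.39) or with the block (0.75), and PRPF4 only with all 18 libraries (0.83).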

Our bioinformatic pathway enrichment analysis identified that increased circulating transcripts are mainly associated with RNA splicing and processing in CS relative to Baseline (cutoff: *q* < 0.1; Figure 3D). Significantly upregulated transcripts were found to be enriched for the multiple transcriptional regulators, top three being nuclear transcription factor Y subunit beta (NFYB), cAMP responsive element binding protein 1 (CREB1) and activating transcription factor 2 (ATF2). 

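The serum transcripts of these 3 regulators were themselves not called as changed. NFYB belongs to the CCAAT-binding complex, and CREB1 and ATF2 are cAMP-response and stress-activated leucine zipper factors.
CREB1 averaged 10.8 ± 2.24 CPM at Baseline (n = 6) and 13.9 ± 7.08 in CS (n = 5), log2 0.36 (SE 0.27), ATF2 15.2 ± 6.23 and 16.5 ± 0.990, log2 0.12 (SE 0.31), and NFYB 3.76 ± 3.42 and 2.52 ± 0.544, log2 -0.58 (SE 0.57). The edgeR adjusted p is 1 for each. The study's enrichment concerns the targets of these factors, which are not analysed here.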

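In the TGF-beta pathway BMPR1A, a type I receptor for bone morphogenetic proteins, fell in CS. BAMBI, a pseudoreceptor that blunts TGF-beta signals, and ID3, a target gene of the pathway, rose, and the other 54 genes measured were not called.
BMPR1A went from 24.0 ± 8.52 CPM at Baseline (n = 6) to 14.4 ± 5.60 in CS (n = 5), log2 -0.73 (SE 0.30), BAMBI changed by log2 0.92 (SE 0.38) and ID3 by 1.47 (SE 0.71). The list has 2 genes called higher and 1 lower (camera adjusted p = 0.284, two-sided, direction up). Among 125 transcripts with a symbol called lower, 1 is a TGF-beta gene where 0.473 are expected (odds ratio 2.14, one-sided Fisher p = 0.378). For pVAD vs. CS 0 of the 57 genes were called (camera adjusted p = 0.288).
The BMPR1A call is lost without CS replicate 4 (-0.53), Baseline replicate 5 (-0.63) or Baseline replicate 6 (-0.57), that of BAMBI without CS replicate 1 (0.48) or with the pig as a block (0.74), and that of ID3 without most single libraries and with the block (1.45).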

Significantly downregulated transcripts for the comparison CS relative to Baseline were associated with transforming growth factor beta signaling. 

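GABPA, the ETS-family partner of mitochondrial gene promoters, ZMIZ1, a coactivator of SMAD and Notch factors, and BCL3, an NF-kappa-B cofactor, were not called as changed in serum. ZMIZ1 averaged 117.5 ± 37.7 CPM at Baseline (n = 6) and 148.7 ± 55.2 in CS (n = 5), log2 0.34 (SE 0.28). GABPA averaged 8.20 ± 2.68 and 7.79 ± 3.54, log2 -0.08 (SE 0.34), and BCL3 7.58 ± 4.69 and 8.56 ± 6.43, log2 0.18 (SE 0.49), edgeR adjusted p = 1 for each. Of the 6 regulators the paper names, 0 were called in any of the 3 comparisons by edgeR.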

GA binding protein transcription factor subunit alpha (GABPA), zinc finger MIZ-type containing 1 (ZMIZ1) and BCL3 transcription coactivator (BCL3) were identified to be the top three enriched transcriptional regulators. Similar to our metabolomics experiment and to identify potential protective pathways and transcripts that are mediated by pVAD unloading in CS, we focused on transcripts that were altered in the comparisons CS vs. Baseline and pVAD vs. CS in the opposite direction. This analysis revealed 315 transcripts and identified the hypoxia sensitive miRNA-200b, which was the only miRNA after applying these selection criteria (Figure 3D). 

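Genes that moved one way in CS and back on pVAD include GIMAP8, which rose and then fell, and SFTPC, which fell and then rose. Both calls of each gene held without each library in turn.
From CS to pVAD GIMAP8 changed by log2 -1.01 (SE 0.29) and SFTPC by 1.22 (SE 0.46). The edgeR adjusted p is 0.999 for each.
In all, 229 transcripts were called in opposite directions, 130 up then down and 99 down then up, and 0 in the same direction, where 2 independent call sets would share 9.06. Both comparisons use the same 5 CS libraries with opposite sign. Counts simulated for the 17 libraries with no change in any gene gave a median of 260.5 such transcripts (224 to 284 over 20 simulations). These simulations carry no differences between pigs and called more transcripts in each comparison than the real data (medians of 1085, 1100 and 1064), so the 2 numbers are not on the same footing. When each comparison used its own CS libraries, and so fewer of them, the median over 20 arrangements was 12 opposite and 12.5 same-direction transcripts. In 2 rising and 3 falling transcripts every CS library lay beyond every other library. Among the 5 CS libraries replicate 1 is the highest for 81 of the 130 and replicate 4 for 40. The count is 123 without CS replicate 1, 420 without CS replicate 2, 363 without CS replicate 3, 424 without CS replicate 5 and 151 without Baseline replicate 3.

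**Figure D1:**
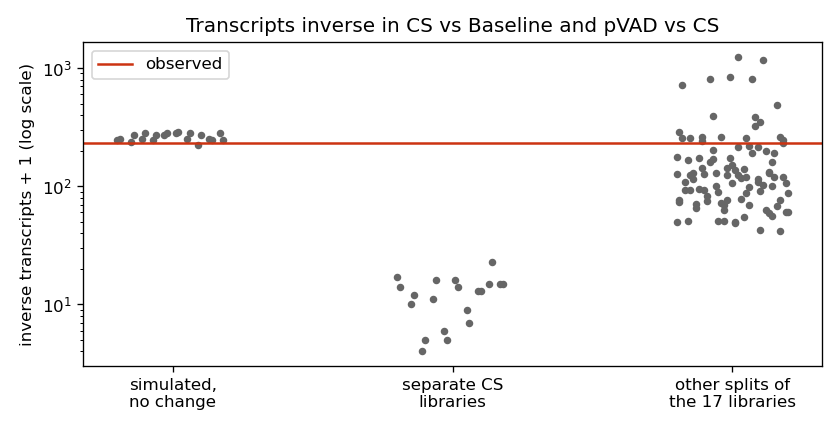
Number of transcripts called in opposite directions in CS vs. Baseline and pVAD vs. CS. Points show 20 simulations without any change (median 260.5), 20 arrangements with separate CS libraries (median 12) and regroupings of the libraries (median 119). The red line marks the 229 of the real grouping.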

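3 miRNA genes met the criteria in edgeR: miR-200b, of the family that keeps epithelial cells from turning mesenchymal, MIRLET7I, a let-7 member, and ssc-mir-7857. All 3 had reads at Baseline and on pVAD and 0 in the 5 CS libraries. MIRLET7I averaged 0.0918 ± 0.144 CPM at Baseline (n = 6) and 0.121 ± 0.178 on pVAD (n = 6), and ssc-mir-7857 0.0434 ± 0.0816 and 0.0636 ± 0.0928. Their edgeR adjusted p values are 1 and 0.999. With DESeq2 1 miRNA gene remains, miR-200b, and after filterByExpr 0. Without CS replicate 4 there are 5. Both other miRNAs lose the call of CS vs. Baseline with DESeq2, and ssc-mir-7857 also without most single libraries, and both calls with the pig as a block (-3.07 and 4.07).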

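Splicing genes, the chaperones of heat shock and of the endoplasmic reticulum, and immediate early genes passed a list test as higher in CS and lower on pVAD, in comparisons that share their CS libraries. None of these calls is kept with an estimated correlation or with fry. PDIA4, a disulfide isomerase of the endoplasmic reticulum, rose in CS and fell on pVAD. Among hypoxia targets ANGPTL4, an inhibitor of lipoprotein lipase, fell on pVAD.
Of 35 chaperone genes 3 were called higher and 0 lower in CS (camera adjusted p = 0.000527, two-sided, adjusted p = 0.572 with an estimated correlation), with 30 above Baseline and 5 below. On pVAD 0 were called higher and 2 lower (adjusted p = 0.000353, adjusted p = 0.337 with an estimated correlation). Immediate early genes had 2 of 29 called higher in CS (adjusted p = 0.000527, adjusted p = 0.572 with an estimated correlation) and 1 higher on pVAD, although the list leaned lower (adjusted p = 0.0207, adjusted p = 0.502 with an estimated correlation). Splicing genes had 0 higher and 8 lower on pVAD (adjusted p = 0.00135, adjusted p = 0.374 with an estimated correlation). Hypoxia targets had 0 of 53 called in CS (adjusted p = 0.193) and 3 lower on pVAD (adjusted p = 0.0369, adjusted p = 0.337 with an estimated correlation). Adjusted over each list alone, as over all genes, 0 members pass. PDIA4 changed by log2 0.74 and -0.84 and ANGPTL4 by -0.86. The immediate early gene called higher on pVAD is JUN, against the lean of its list. It has 0 reads in each CS library and 1, 0, 1, 1, 10 and 0 on pVAD, so its fitted log2 change of 4.02 depends on the edgeR prior.
Without CS replicate 4 all 4 lists lose the pVAD call: splicing 0.453, chaperones 0.0599, immediate early 0.212 and hypoxia 0.255. The pVAD call of the immediate early genes is also lost without CS replicate 1 (0.358), pVAD replicate 4 (0.082) or pVAD replicate 6 (0.119) and with the pig as a block (0.3). That of the hypoxia targets is lost without CS replicate 1 (0.0574), CS replicate 5 (0.0869), pVAD replicate 3 (0.0933), pVAD replicate 4 (0.0979) or pVAD replicate 6 (0.0519) and with the block (0.131). The CS call of the chaperones held without each library and with the block, and that of the immediate early genes is lost without CS replicate 1 (0.0801), Baseline replicate 6 (0.321) or with the block (0.0857). Both PDIA4 calls are lost without CS replicate 4 (0.48 and -0.58), the rise also without CS replicate 1 (0.56) or with the block (0.50). JUN loses its call without pVAD replicate 5 (2.29), with DESeq2 (3.25) or with the block (3.96), and ANGPTL4 without CS replicate 1 (-0.60).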

Subsequent bioinformatic pathway analysis failed to identify a significant and specific biological pathway or upstream transcription factor regulator for this set of transcripts.

**FIGURE 3:**
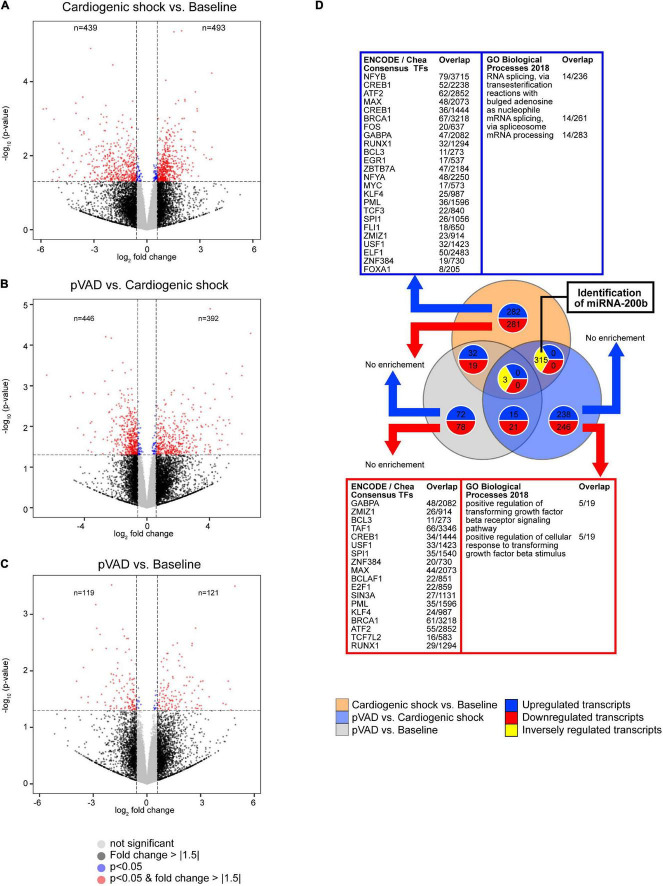
Transcriptional profiling determined by RNA sequencing. Volcano plots for the comparisons **(A)** Cardiogenic shock vs. Baseline, **(B)** pVAD vs. Cardiogenic shock, and **(C)** pVAD vs. Baseline. Volcano plots display the expression level of all transcripts detected. Dashed lines indicate *p* = 0.05 (equals -log_10_ ∼ 1.30) and a | fold change| > 1.5 (equals an absolute log_2_ fold change ∼ 0.585). Numbers indicate the number of different expressed transcripts with a | fold change| > 1.5 and *p* < 0.05. **(D)** Venn diagram illustrating the number of altered transcripts for the RNA sequencing experiments performed. The number of transcripts presented in the Venn diagram correspond to a | fold change| > 1.5 and *p* < 0.05. Significantly enriched transcription factors and pathways as indicated (*q* < 0.1); pVAD, percutaneous ventricular assist device.

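miR-200b, which restrains the switch from epithelial to mesenchymal cells and is itself regulated by hypoxia, was read in 4 of 6 libraries at Baseline, 0 of 5 in CS and 5 of 6 on pVAD. In order of replicate the libraries hold 10, 0, 10, 1, 0 and 3 reads at Baseline, 0 in each CS library, and 24, 5, 5, 2, 2 and 0 on pVAD. The gene lies on chromosome 6 at 63490138 to 63490202 of Sscrofa11.1 and is annotated as 65 bases. As for every miRNA gene here, counts per gene do not tell the mature miRNA from its precursor or other RNA over the same bases.
Levels averaged 0.0942 ± 0.107 CPM at Baseline (n = 6), 0 in CS (n = 5) and 0.119 ± 0.160 on pVAD (n = 6). With the reads of a time point pooled and a floor of 3 reads over the CS libraries, CS was at least 7.42-fold lower than Baseline and pVAD at least 9.07-fold higher than CS. These bounds cover counting error only, and the second falls to 4.15 without pVAD replicate 1. The fitted log2 changes of -5.05 (SE 1.67) and 5.36 (SE 1.68) depend on the edgeR prior, with an edgeR adjusted p of 1 and 0.999. An exact permutation of the CPM gave p = 0.106 for CS vs. Baseline and p = 0.0411 for pVAD vs. CS, and a Fisher exact test of the libraries with a read 0.0606 and 0.0152, all two-sided. Within the 5 pigs with both libraries, pVAD was above CS in 5, and CS below Baseline in 3 and equal in 2. A two-sided exact test of these differences, chosen after seeing the data, gave p = 0.25 for CS vs. Baseline and p = 0.0625 for pVAD vs. CS, the smallest that 5 pairs allow.
Without any single CS library the exact p of pVAD vs. CS is 0.138, and without pVAD replicate 6 it is 0.00794. The exact p of CS vs. Baseline is 0.0476 without Baseline replicate 2 or Baseline replicate 5, and 0.167 without Baseline replicate 1.

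**Figure D2:**
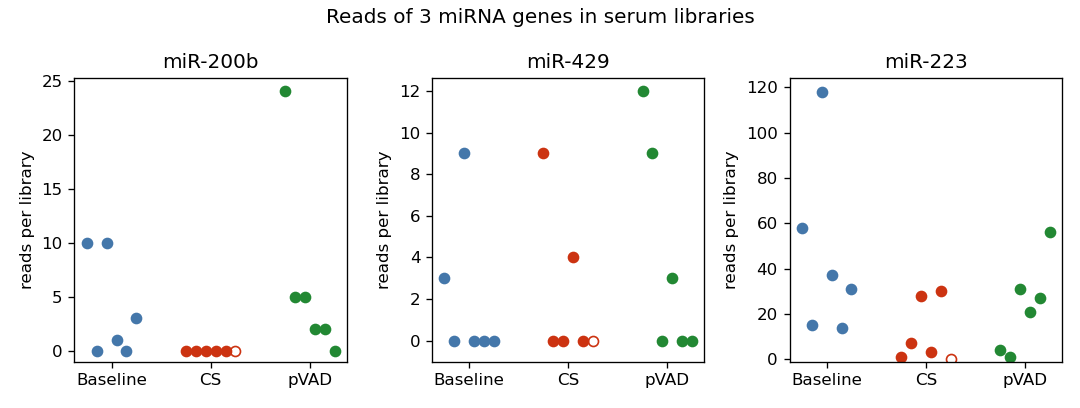
Reads per library of miR-200b, miR-429 and miR-223 at Baseline, in CS and on pVAD. miR-200b has 24 reads over Baseline, 0 over CS and 38 over pVAD. The open circle is the CS library that was left out.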

miRNA-200b expression decreased following induction of CS, which was reversed following pVAD support (Figure 4A). We next correlated miRNA-200b expression with cardiac output, which similarly completely recovered following pVAD support (Supplementary Table 1). The Spearman correlation analysis shows that miRNA-200b expression and cardiac output are positively correlated (*r* = 0.512, *p* = 0.038, Figure 4B). Together, these data indicate that pVAD support reverses the CS-mediated repression in miRNA-200b expression, which is positively correlated with cardiac output and is indicative of hypoxia-associated transcript expression.

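Rare miRNAs went both ways in CS. miR-141, of the miR-200 family, miR-223 of myeloid cells and miR-451 of red cells had their fewest reads there without passing the threshold, and ssc-mir-363-1, ssc-mir-7143 and ssc-mir-9858 had their most, largely from single libraries. miR-429, of the same family and starting 1719 bases further along chromosome 6, was read at all 3 time points and not called. The paper reads its data as pVAD support reversing a repression of miR-200b in CS, and takes this as a sign of hypoxia-associated transcript expression.
miR-429 had 12, 13 and 24 reads at Baseline, in CS and on pVAD, or 0.0411 ± 0.0704 (n = 6), 0.0797 ± 0.110 (n = 5) and 0.0764 ± 0.101 CPM (n = 6), in 2, 2 and 3 libraries. miR-141 had 3, 0 and 5 reads. miR-223 had 273, 69 and 140, or 1.15 ± 0.628, 0.311 ± 0.285 and 0.730 ± 1.02 CPM, log2 -1.87 for CS vs. Baseline (edgeR adjusted p = 1, exact permutation p = 0.0152, two-sided) and 1.18 for pVAD vs. CS (adjusted p = 0.999, exact p = 0.569). miR-451 had 22, 2 and 28, log2 -3.09 (adjusted p = 1, exact p = 0.457) and 2.94 (adjusted p = 0.999, exact p = 0.0390). These exact tests do not pair libraries by pig, and no test within pigs was run for either miRNA. In every pig with both libraries miR-223 fell from Baseline to CS. Likewise miR-451 rose from CS to pVAD in every such pig, as miR-200b did. ssc-mir-363-1 had 0, 22 and 9 reads, 21 of them in CS replicate 2, ssc-mir-7143 had 0, 23 and 7, 21 of them in CS replicate 5, and ssc-mir-9858 had 22, 92 and 12, 64 of them in CS replicate 1. The first 2 were called higher in CS, calls lost without those libraries (1.87 and 2.37) or with DESeq2 (4.33 and 3.99), and that of ssc-mir-363-1 also with the pig as a block (3.72). ssc-mir-9858 was called lower on pVAD (-3.40), a call lost without CS replicate 1 (-1.89) or most single pVAD libraries and with the block (-2.04). Of all tested miRNA genes 52 had their lowest mean CPM in CS and 32 their highest. In CS vs. Baseline 8 were called higher and 5 lower, and in pVAD vs. CS 13 higher and 1 lower. Of the 5 measured genes of the miR-200 and hypoxia list 1 was called lower in CS (camera adjusted p = 0.256) and 1 higher on pVAD (adjusted p = 0.174), miR-200b itself. Adjusted over this list alone 1 passes in each comparison, against 0 over all genes. The list was written when miR-200b was already known as the paper's finding in these data, so this adds no support. Cardiac output is not used here.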

**FIGURE 4:**
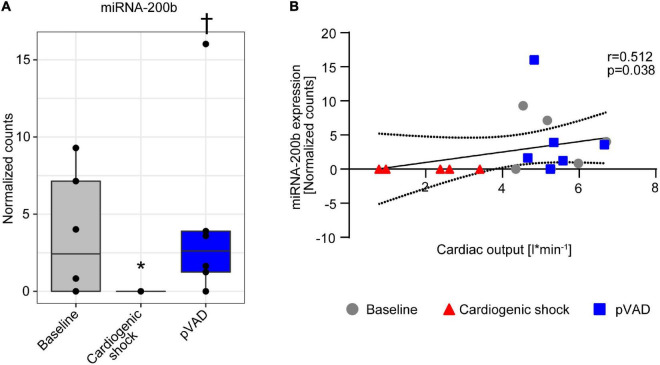
miRNA-200b expression in serum. **(A)** miRNA-200b expression at time points as indicated. Data are presented as median ± interquartile range (IQR), *n* = 5–6. *p < 0.05 vs. Baseline; ^†^*p* < 0.05 vs. Cardiogenic shock; pVAD, percutaneous ventricular assist device. **(B)** Spearman correlation with 95% confidence intervals calculated by linear regression model between miRNA-200b expression and cardiac output.

## Discussion

The goal of the present study was to identify circulating metabolites and transcripts that are altered in one direction in CS and in the reversed direction following LV unloading by pVAD support in CS and might serve as potential biomarkers. Altered serum concentrations of amino acids have been reported for patients with septic shock and have been suggested as potential predictors of sepsis progression (16). Plasma metabolomic profiling of septic shock patients suggested that lipidome alterations might be critical for patients’ responses to infection (17).

miRNAs are ncRNAs with 19–25 nucleotides in length. They are powerful regulators of gene expression at the post-transcriptional level and serve as biomarkers for numerous disease conditions (11). miRNA-200b expression is mediated by hypoxia and is therefore named a hypoxamir (18, 19). Numerous studies reported modulation of miRNA-200b expression in response to hypoxia. While some studies reported an induction in response to hypoxia and following ischemic preconditioning (20–22), others reported impaired expression under hypoxic conditions (23). The differences might be attributable to the intensity and duration of the stimulus, the specific cell type, and the tissue investigated. Of note, pVAD support during CS completely reversed the potentially hypoxia-mediated suppression of miRNA-200b (Figure 4). This suggests a potential protective effect of pVAD support on tissue and organ perfusion in CS, which is supported by our hemodynamic data (Supplementary Table 1) and our previous studies showing increased carotid and renal blood flow following pVAD support during CS (24). Together, our studies identify miRNA-200b as a potential marker for organ hypoperfusion and ischemia in CS. Future studies are required to delineate the impact of serum miRNA-200b levels as a prognostic marker in patients with CS and pVAD unloading.

Interestingly, the reversal in the hypoxamir miRNA-200b expression following pVAD support was not paralleled by a reversal of pattern of circulating metabolites. These data suggest that mechanical unloading improves oxygen availability and might alter whole body metabolism; however, was not reflected by changes in circulating metabolites in the present study. In this context, it is critical to note that the duration of mechanical unloading was only 30 min total since we aimed to determine immediate changes in circulating transcripts and metabolites in the acute phase of CS. It will be of interest to determine whether the early change in the hypoxia-mediated transcriptional response results in changes in circulating metabolites and whole-body metabolism over a longer time period. This is the context of future studies. An additional aspect to consider is that AMI-CS patients are typically subjected to percutaneous coronary intervention to restore coronary blood flow. One could hypothesize that a “point of no return” for the recovery in LV contractile function following pVAD-support after prolonged duration of AMI-CS despite successful revascularization exists. It is therefore of interest to measure miRNA-200b expression and other markers for metabolic pathways in this setting. In clinical practice, pVAD support is used in AMI-CS patients that are subjected to percutaneous coronary intervention to restore coronary blood flow. This contrasts with the present study, in which CS was induced by injecting microspheres into the left coronary artery system that resulted in permanent vessel occlusion. Therefore, it is of interest to investigate the impact of pVAD support on circulating transcripts and metabolites in an AMI-CS model, in which coronary blood flow is temporarily impeded to mimic myocardial infarction and subsequently restored to mimic percutaneous coronary intervention. This experimental setup mimics aspects of revascularization following percutaneous coronary intervention and is of interest for the design of future studies.

Limitations of the study include that metabolites and transcripts were detected in serum, but not in different tissues. Therefore, it is impossible to discern from which organ the detected metabolites and transcripts primarily originate from. It is of great interest to correlate the changes in metabolites and transcripts in serum with tissue levels, which will be the subject of future studies.

Furthermore, mRNA is typically primarily detected in the cytoplasm and not in serum. Thus, most mRNA transcripts in the RNA sequencing analysis using serum likely emanates from degrading cells of unknown origin. Furthermore, our analysis detected a very limited number of small RNA transcripts. 

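The measured marker genes of blood cells, liver, heart muscle and vessel walls had similar median levels in serum. Such similar medians do not show a tissue of origin. Protein-coding genes other than olfactory receptors had a median of 7.1 CPM. That value is without TMM factors and includes genes without a read, so it is only roughly comparable with the marker medians. Among the marker genes GIMAP8 rose in CS and fell on pVAD. TDO2, the tryptophan-degrading enzyme of hepatocytes, rose on pVAD. The B cell tetraspanin CD37 and the T cell receptor chain CD3D rose in CS and fell on pVAD, and CD72, a B cell coreceptor, fell on pVAD. Lower in CS were CD8A of cytotoxic T cells, KDR, a growth factor receptor of endothelium, and C1QC, a complement protein of macrophages.
The median level was 10.9 CPM for the cardiomyocyte list, 7.37 for hepatocytes, 10.8 for endothelium, 10.9 for erythroid cells, 10 for platelets, 7.45 for neutrophils, 7.96 for monocytes, 7.33 for T and NK cells and 10.5 for B cells. TDO2 changed by log2 1.15 (SE 0.42), CD37 by 1.26 and -1.48, CD3D by 1.75 and -1.42 and CD72 by -0.74. In CS CD8A changed by log2 -0.61 (SE 0.24), KDR by -0.62 (SE 0.22) and C1QC by -1.05 (SE 0.50).
In CS vs. Baseline 1 of 31 cardiomyocyte genes was called higher and 1 lower (camera adjusted p = 0.923, two-sided), 1 of 35 hepatocyte genes higher (0.923), 1 of 26 endothelial genes lower (0.923) and 0 of 29 erythroid genes (0.923). Platelets had 1 of 25 higher (0.704), neutrophils 1 of 21 higher (0.193), monocytes 1 of 23 higher and 1 lower (0.661), T and NK cells 4 of 42 higher and 1 lower (0.193) and B cells 1 of 25 higher (0.14).
For pVAD vs. CS the B cell list had 0 higher and 2 lower (camera adjusted p = 0.00145, adjusted p = 0.337 with an estimated correlation). The neutrophil list had 1 higher and 1 lower (adjusted p = 0.0369, adjusted p = 0.491 with an estimated correlation). The others were T and NK cells with 3 lower (0.174), cardiomyocytes 1 higher and 1 lower (0.978), hepatocytes 2 higher (0.749), endothelium 0 (0.978), erythroid cells 1 lower (0.527), platelets 1 higher (0.978) and monocytes 0 (0.545).
Without CS replicate 4 the B cell list is at 0.255 and the neutrophil list at 0.0599, and CD37 (0.20 and -0.43), CD3D (0.19 and 0.14) and CD72 (-0.54) lose their calls. CD3D also loses its fall without pVAD replicate 3 (-1.24) or with the pig as a block (-0.89), CD72 with the block (-0.58), and TDO2 only without the 2 libraries of lowest TMM factor (0.94), a fit chosen after seeing the data. CD8A loses its call without CS replicate 1 (-0.54), CS replicate 4 (-0.58), Baseline replicate 2 (-0.53) or Baseline replicate 5 (-0.50), KDR without CS replicate 1 (-0.49), CS replicate 4 (-0.55), Baseline replicate 6 (-0.53) or with the block (-0.57), and C1QC without most single libraries (-0.85 without Baseline replicate 2). The neutrophil call is also lost without CS replicate 1 (0.355), CS replicate 5 (0.0869), pVAD replicate 4 (0.0776) or pVAD replicate 6 (0.56) and with the block (0.387). Of the 1088 olfactory receptor genes, silent in most tissues, 95.6% had a read, against 88.7% of the other protein-coding genes. The medians of the 2 sets were 0.651 and 7.10 CPM, without TMM factors and with unread genes included.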

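Small RNAs made up a trace of the counts in these libraries, which were made with a low-input RNA kit. Their share of the counts need not be their share of the RNA in serum. The 388 miRNA genes of the table hold 0.00471% of all counts in the 17 libraries, 32137 reads, and ssc-mir-6782, a little-studied locus, holds 25861 of them. miR-223 of myeloid cells has 482 reads, MIR142 of blood cells 253. Per library 16 to 99 miRNA genes had a read (median 45), and 118 reached 5 reads over all libraries. Small nuclear RNAs hold 0.0139% and small nucleolar RNAs 0.00221%, against 48.2% for protein-coding genes, 39.4% for long noncoding RNAs, 7.11% for ribosomal RNA and 4.99% for mitochondrial ribosomal RNA. No difference between time points passed, in the share of a gene type or in the number of genes or miRNA genes with a read (27 two-sided exact permutation tests, lowest adjusted p = 0.951).

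**Figure D3:**
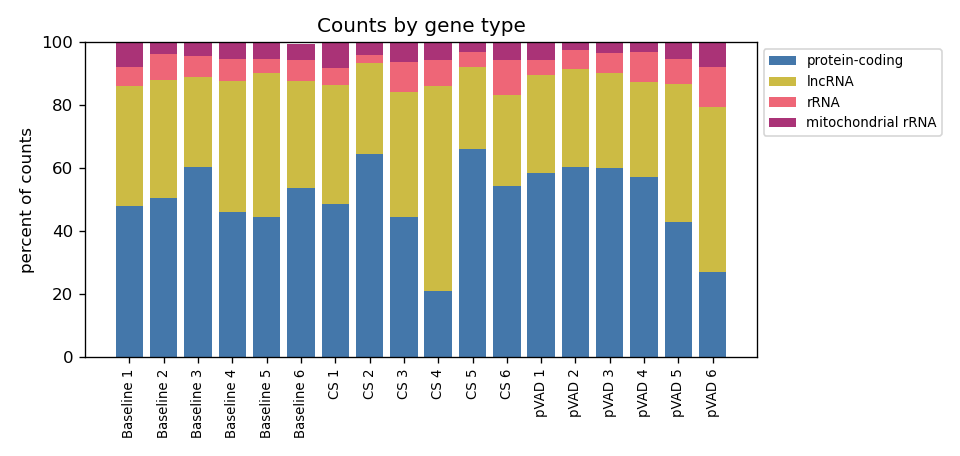
Percent of counts per gene type in each of the 18 libraries. Protein-coding genes range from 21.0 to 66.0% and long noncoding RNAs from 26.3 to 65.2% over the 17 libraries used.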

One explanation is that the analysis was confounded by the large number of small RNA fragments that was detected in the analysis. Most of these fragments most likely results from degraded longer RNA entities. Our bioinformatic analysis of both the metabolomics and the RNA sequencing experiment revealed a relatively great variability between samples compared to the effect of treatment (Figure 2A and Supplementary Figures 2A, 3). 

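Serum RNA differed more by animal than by time point. The time point explained 10.8% of the squared distances between libraries, below the 12.5% that random labels give (exact PERMANOVA over 5717712 arrangements, p = 0.738). The replicate number, which stands for the pig, explained 42.4% against 31.2% by chance (PERMANOVA with 100000 permutations, p = 0.00227). The distances rest on log2 CPM of 24801 genes. CS replicate 1 and both libraries of pig 6 lie furthest out. With all 18 libraries the pig explained 33.1% against 29.4% by chance, and the time point 11.9% against 11.8%.

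**Figure D4:**
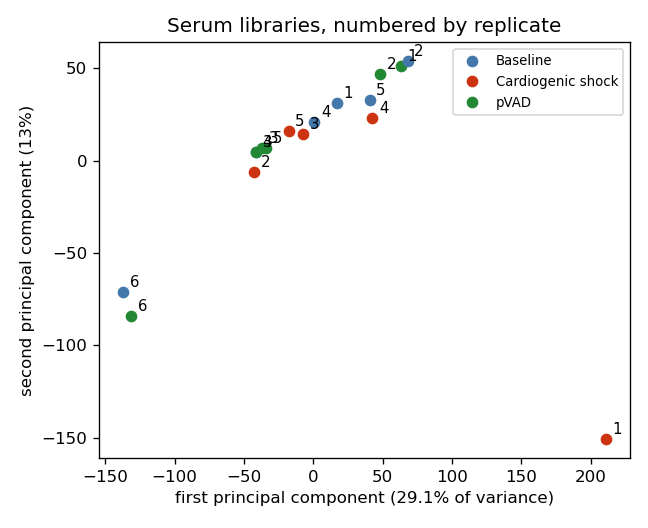
First and second principal component of log2 CPM of 24801 genes (29.1 and 13% of the variance) in 17 libraries, numbered by replicate and colored by time point.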

Importantly, data presented from our metabolomics and RNA sequencing analysis are not adjusted for multi-testing unless otherwise indicated. No significantly altered transcript was detected after adjusting for multi-testing using the Benjamini-Hochberg procedure (Supplementary Tables 3, 4). This limitation is attributable to the limitations outlined above and the small sample size of the present study. However, it is important to note that the present study is a hypothesis-generating pilot study to identify metabolites and transcripts that are altered in acute CS and following LV unloading by pVAD. 

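No transcript passed adjustment with edgeR in any comparison: the smallest adjusted p is 1 for CS vs. Baseline, 0.999 for pVAD vs. CS and 1 for pVAD vs. Baseline. DESeq2 also gave 0 in each, with 1030, 908 and 264 transcripts at unadjusted p below 0.05. The called transcripts are sparse, with a median of 103.4, 92.8 and 9.21 reads per library against 209.2 over all transcripts tested. In counts simulated at the same depth and spread, without differences between pigs, edgeR recovered 64 and 60.6% of the transcripts changed 4-fold after adjustment, and 91.2 and 90.6% of those changed 16-fold, in CS vs. Baseline and pVAD vs. CS. These transcripts had at least 10 reads per library on average, so the rates do not cover sparse ones such as miR-200b. The simulations also lack any structure shared among the real libraries, so the rates may overstate what could be found. With all 18 libraries, which adds the shallow CS replicate 6 set aside above, 123 and 134 transcripts pass adjustment.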

The currently performed randomized multi-center DanGer shock study will determine whether mechanical circulatory support with Impella ^®^ CP improves survival in AMI-CS (8). It will be of great interest to determine whether the changes in the signature of circulating metabolites and miRNA-200b will be also observed in this patient cohort and whether they might serve as prognostic markers. This is the subject of future studies.

Another limitation is that LV unloading by pVAD was performed for the duration of only 30 min total. This contrasts with the duration of LV unloading in patients with CS, which typically lasts for several days until recovery of contractile function occurs. It is of great interest to determine whether the changes in circulating metabolites and transcripts observed in the present study will be also observed in patients. This important question and the prognostic impact of specific metabolites and transcripts will be determined in the DanGer shock trial.

## Summary and Conclusion

The present study identifies miRNA-200b as a circulating marker that is repressed in CS and is restored following pVAD support. The induction of the early transcriptional response with the induction of the hypoxamir miRNA-200b expression following only 30 min of pVAD support strongly suggests that mechanical unloading alters whole body metabolism. Longer observation periods are required to determine whether this is associated with the reversal of circulating metabolite patterns. Future studies are required to delineate the impact of serum miRNA-200b levels as a prognostic marker in patients with CS and pVAD unloading.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, GSE199090.

## Ethics Statement

The animal study was reviewed and approved by the University of Southern Denmark, Odense, Denmark; authorization number: 2016-15-00951.

## Author Contributions

CR, J-TS, HBe, AW, JM, and AS conceived and designed the study. HBä, NF, NJ, OM-H, and JM performed experiments. CR, SB, C-MH, HBä, and RG analyzed data. CR, SB, C-MH, and RG performed statistical analyses. CR wrote the manuscript. CR, SB, and C-MH contributed to visualization. CR, RG, RS, AW, JB, and AS supervised and interpreted the results. CR, JM, and AS acquired funding. All authors critically reviewed the manuscript.

## Conflict of Interest

NJ, JM, JB, and AS received research support from Abiomed. CR received travel support from Abiomed. The funder did not have any influence on the design of the study or the data collection, analysis, and interpretation of data or the content of the manuscript. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Table 2 Metabolomics.

Supplementary Table 3 All transcripts.

Supplementary Table 4 Differentially expressed transcripts.

# Supplementary material for: miRNA-200b—A Potential Biomarker Identified in a Porcine Model of Cardiogenic Shock and Mechanical Unloading
**Source:** Front Cardiovasc Med. 2022 May 25;9:881067. doi: 10.3389/fcvm.2022.881067
**Supplement:** Supplementary file 1

SUPPLEMENTARY MATERIAL

FOR

miRNA-200b - A potential biomarker identified in a porcine model of cardiogenic shock and mechanical unloading

Christian Riehle^{1,†,*}, Jan-Thorben Sieweke^{1,†}, Sayan Bakshi^{2,†}, Chae-Myeong Ha^{2,†},
Nanna Louise Junker Udesen³, Ole K. Møller-Helgestad³, Natali Froese¹, Hanne Berg Ravn⁴,
Heike Bähre⁵, Robert Geffers⁶, Roland Seifert⁵, Jacob E. Møller³, Adam R. Wende²,
Johann Bauersachs¹, and Andreas Schäfer¹

† These authors have contributed equally to this work and share first authorship.

Parameter	Baseline	Cardiogenic shock	pVAD
Stroke work [mmHg*mL]	5055 ± 512	789 ± 233	1099 ± 221
Potential energy [mmHg*mL]	4927 ± 798	5302 ± 911	3078 ± 359
Pressure volume area [mmHg*mL]	9982 ± 897	6090 ± 1065	4177 ± 477
Heart rate [min ⁻¹]	80.3 ± 4.1	78.5 ± 2.9	70.8 ± 2.6
Left ventricular work 10 ³ * [mmHg*mL] / min	810 ± 92	487 ± 97	295 ± 35
Left ventricular elastance [mmHg/mL]	1.17 ± 0.13	0.34 ± 0.02	0.62 ± 0.08
LVEDV [mL]	171 ± 11	211 ± 17	143 ± 8
LVEDP [mmHg]	15.9 ± 1.5	22.3 ± 1.8	17.3 ± 1.8
LVESV [mL]	103.8 ± 11.2	183.8 ± 14.3	111.7 ± 7.4
LVESP [mmHg]	103.2 ± 8.2	59.2 ± 5.9	60.8 ± 6.0
Mean arterial pressure [mmHg]	78.8 ± 4.6	42.0 ± 3.8	58.5 ± 4.4
Mean pulmonary arterial pressure [mmHg]	21.5 ± 1.1	24.8 ± 1.8	23.2 ± 2.1
Arterial lactate [mmol/L]	1.5 ± 0.3	1.8 ± 0.3	2.0 ± 0.4
Mixed venous oxygen saturation [%]	73.9 ± 4.4	35.2 ± 4.1	48.8 ± 3.9
Renal venous oxygen saturation [%]	72.9 ± 14.6	46.1 ± 11.4	65.2 ± 14.1
pVAD support [L/min]			3.18 ± 0.10
Cardiac output [L/min]	5.33 ± 0.36	2.10 ± 0.42	5.38 ± 0.29

Supplementary Table 1: Hemodynamic characteristics of animals investigated at Baseline, Cardiogenic shock, and additional pVAD support.

Data are presented as Mean ± SEM. LVEDP, left ventricular end-diastolic pressure; LVEDV, left ventricular end-diastolic volume; LVESP, left ventricular end-systolic pressure; LVESV, left ventricular end-systolic volume. Left ventricular work equals heart rate * pressure volume area. Note that data presented in this table (n=6/group) represent a subgroup of a previously published dataset (1). pVAD, percutaneous ventricular assist device. The following formula was used to calculate cardiac output: (LVEDV - LVESV) * heart rate. pVAD support was performed at full speed (performance level 8). Cardiac output for the pVAD time point was determined using the calculation outlined above, which was added to the flow rate of pVAD support.

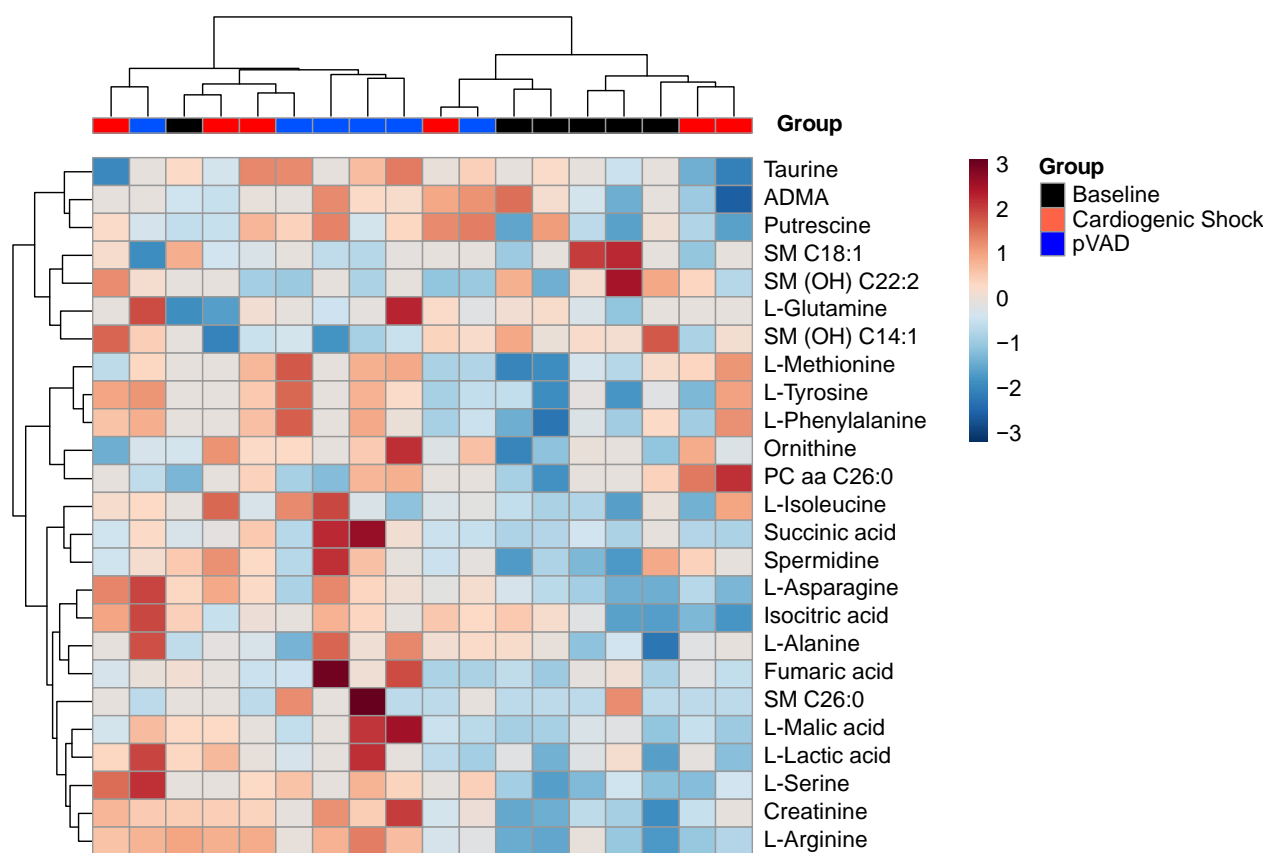

Supplementary Figure 1: *Hierarchical clustering of metabolomic analysis.*

Heatmap of metabolomic analysis corresponding to the 25 metabolites with the greatest variance across samples. Dendrograms indicate hierarchical clustering of metabolite abundance. pVAD, percutaneous ventricular assist device.

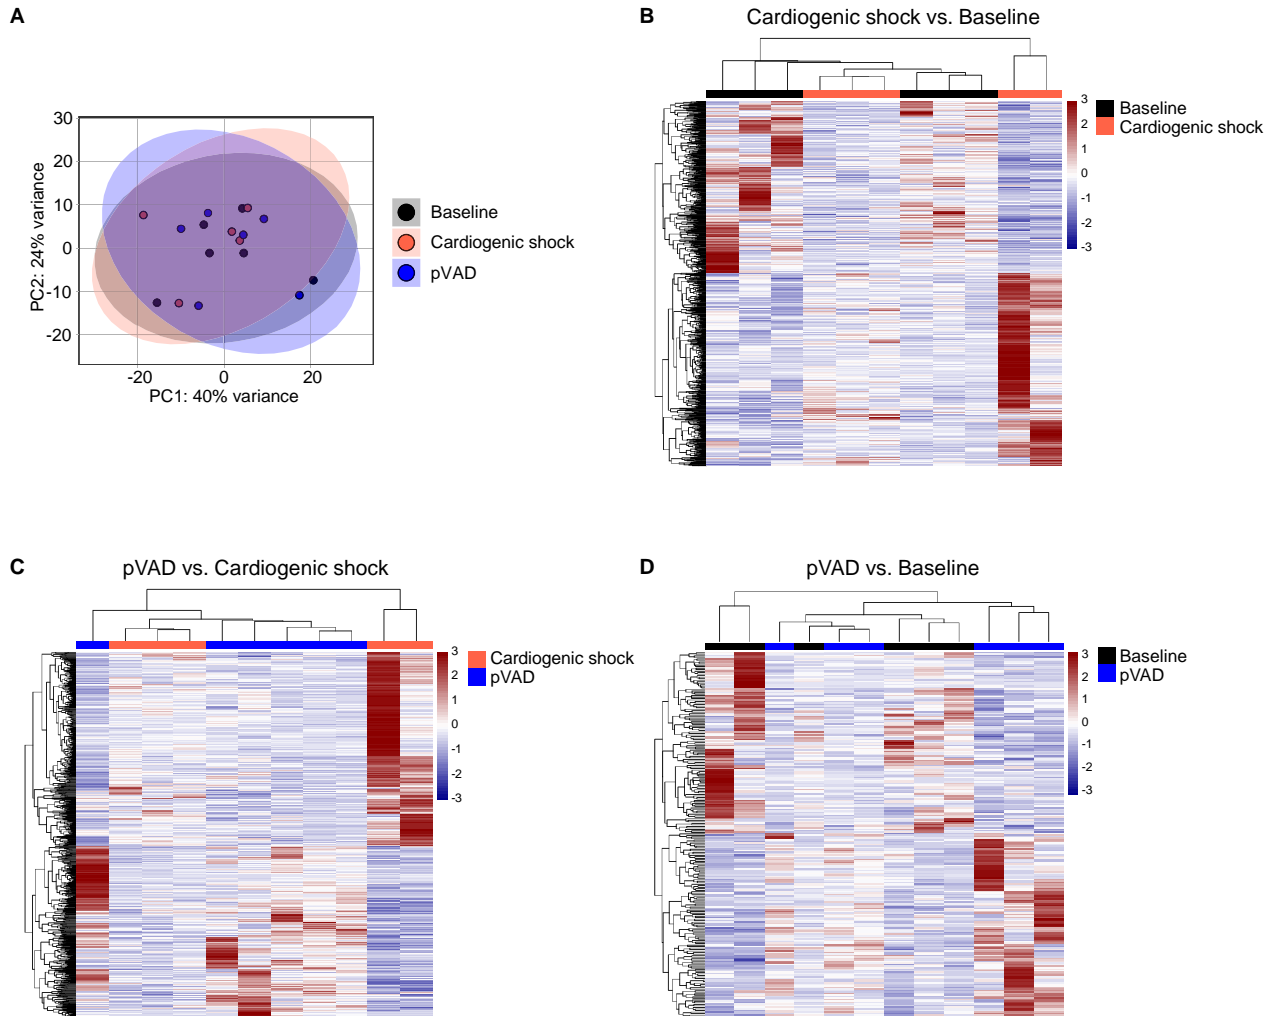

Supplementary Figure 2: Summary of RNA sequencing results.

(A) Principal component analysis visualizing global transcript expression. Heatmaps for the comparisons (B) Cardiac shock vs. Baseline, (C) pVAD vs. Cardiac shock, and (D) pVAD vs. Baseline. Heatmaps display differentially expressed transcripts with a $|\text{fold change}| > 1.5$ and $p < 0.05$. Dendrograms indicate hierarchical clustering of transcript expression. pVAD, percutaneous ventricular assist device.

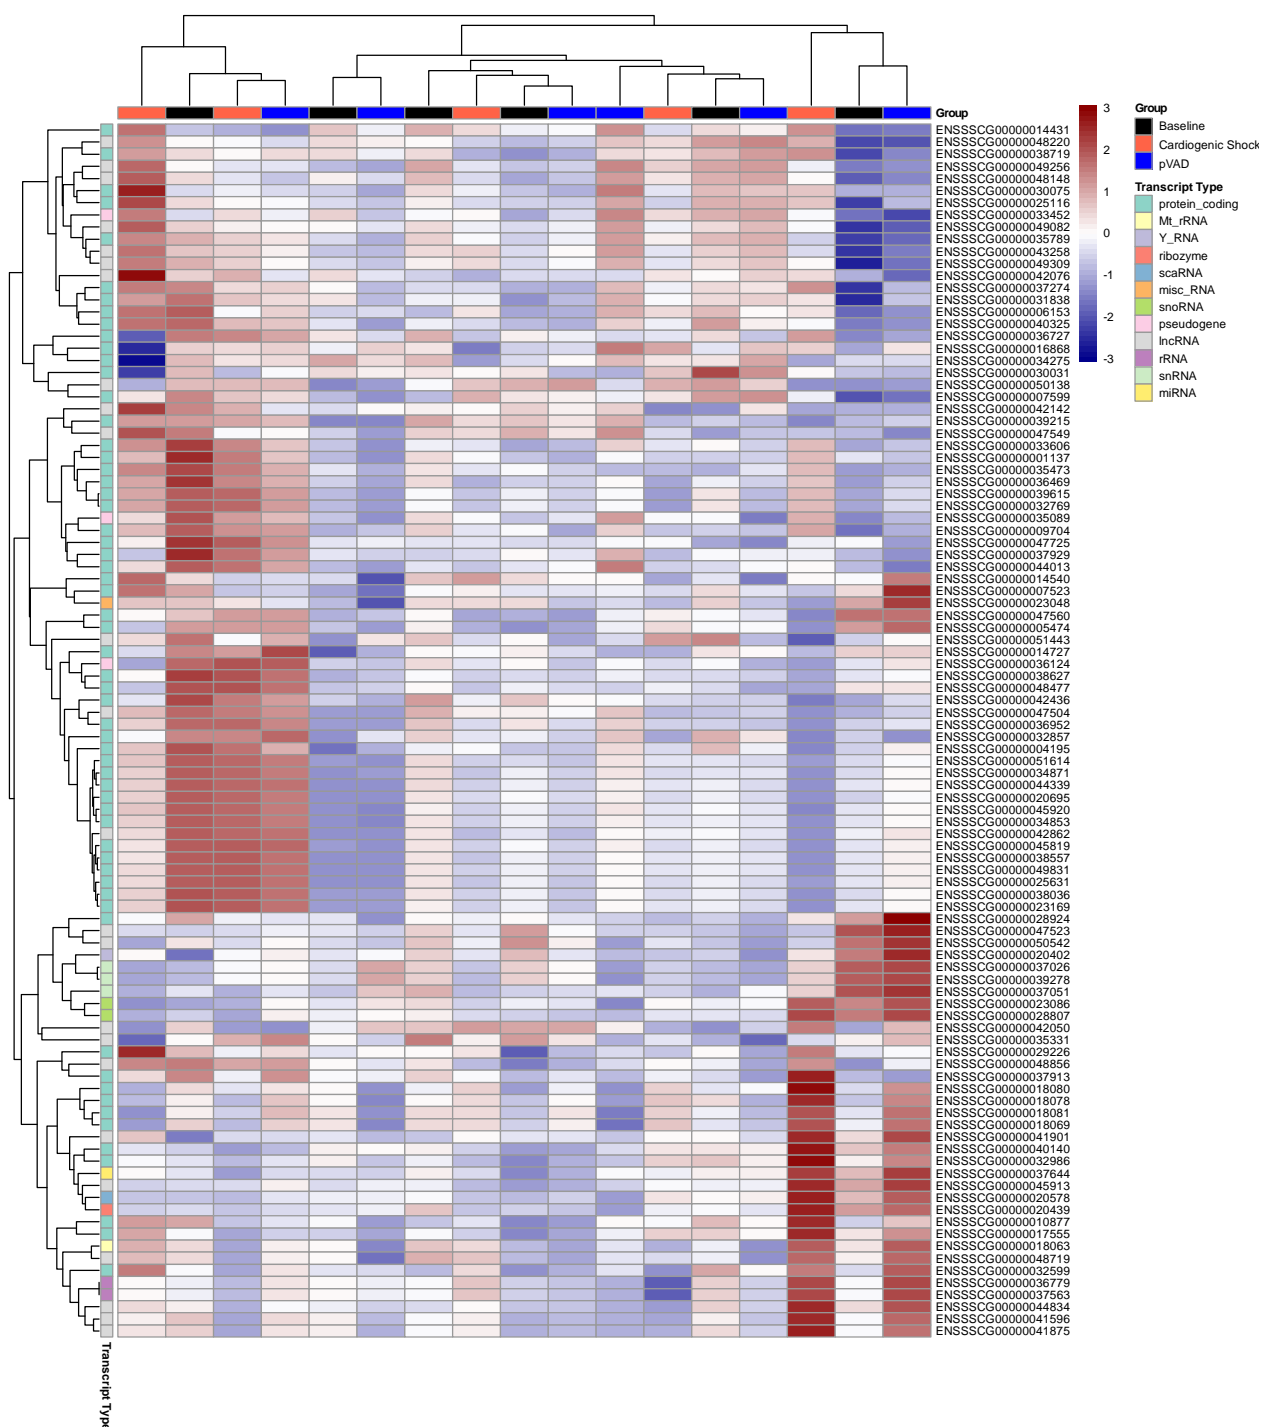

Supplementary Figure 3: Hierarchical clustering of RNA sequencing.

Heatmap of RNA sequencing count data corresponding to the 100 transcripts with the greatest variance across samples. 

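Some transcripts stood apart in all libraries of a single pig. In all 3 libraries of pig 4, 18 transcripts lay more than 2-fold above every other library, among them TTLL11, a tubulin-modifying enzyme, CA10, a brain carbonic anhydrase relative, and ADAMTS18, an extracellular protease. TTLL11 reached at least 17650 CPM there and at most 3241 elsewhere, CA10 16010 and 2917, and ADAMTS18 2303 and 379.5. The unnamed gene ENSSSCG00000034853, at 15740 and 2896, lay close to the first 2. In the other 4 pigs 0 transcripts did so. In pig 6, with 2 libraries and so an easier rule to meet, 40 did, including small nuclear RNAs. There 2 U1 genes had nearly the same levels, at least 178.7 and 176.8 CPM against at most 39.27 and 39 in the other pigs. Genes with such like levels may share reads, which was not tested. The 18 and the 40 therefore need not be separate transcripts. Time points were not searched in this way.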

Dendrograms indicate hierarchical clustering of transcript expression. pVAD, percutaneous ventricular assist device.

Supplementary Methods

Statistical analysis

Statistical analysis for the Spearman correlation between miRNA-200b expression and cardiac output was performed using GraphPad Prism 8 (GraphPad Inc., La Jolla, CA, USA). Figure 4B illustrating the 95% confidence intervals calculated by linear regression model was created using GraphPad Prism 8 (GraphPad Inc., La Jolla, CA, USA).

Metabolomic analysis

Measurement of cyclic adenosine monophosphate (cAMP) levels

Detection and quantification of cAMP levels were performed by liquid chromatography, which was coupled to tandem mass spectrometry (LC-MS/MS). Briefly, 50 μ L of serum were combined with 200 μ L of a mixture containing acetonitrile and methanol (50/50; [v/v]) with tenofovir as an internal standard (final concentration: 37.5 ng/mL). Samples were mixed for the duration of 30 sec total. Proteins were precipitated by incubating for 10 min at 95 °C and were then pelleted by centrifugation. The supernatant was removed and evaporated under a nitrogen stream at 40°C. Pellets were subsequently dissolved in 150 μ L of water. The LC-MS/MS analysis protocol was performed as previously described (2). The HPLC-system consisted of two LC-30AD HPLC pumps, a SIL-30AC temperature controlled autosampler, a DGU-20A5 degasser, a CTO-20AC oven, and a CBM-20A control unit (Shimadzu, Duisburg, Germany), which were connected to a 5500QTRAP® mass spectrometer (Sciex, Framingham, MA, USA). The lowest concentration for the quantification of cAMP was 1.05 nM.

Measurement of TCA cycle metabolites

TCA cycle metabolites were analyzed in 50 μ L of serum using an LC-MS/MS-system as previously described (3). The LC-MS/MS system was used with a setup as previously described (3). The lowest concentration for the quantification of cis-Aconitic acid was 0.052 μ M, 14.5 μ M for L-Lactic acid, 0.054 μ M for Citric acid, 0.185 μ M for Succinic acid, 0.102 μ M for L-Malic acid, and 0.4 μ M for Fumaric acid.

Targeted metabolomic profiling

Targeted metabolomic profiling was performed by using the AbsoluteIDQ® p180 mass spectrometry assay preparation kit (Biocrates life science AG, Innsbruck, Austria) according to the manufacturer's instructions. The LC-MS/MS system was used with a setup as described above.

Measurement of intermediates of tryptophan metabolism

Detection and quantification of intermediates of tryptophan metabolism were performed by LC-MS/MS analysis. Briefly, 50 μ L of serum were combined with 200 μ L of a mixture containing acetonitril and methanol (50/50; [v/v]) with caffeic acid (final concentration: 1 μ M) as internal standard. The solution was mixed for 30 sec and then frozen at - 20 °C (overnight) to complete protein precipitation. After thawing, proteins were separated by centrifugation and the supernatant was evaporated under nitrogen. Next, metabolites were resolved in 150 μ L of water, transferred to analysis vials, and subjected to LC-MS/MS analysis as described above. For chromatographic (GC) separation of metabolites, a C18 reversed phase column with a C18 security guard were used. The following gradient of water (solvent A) and methanol (solvent B), both containing 0.1 % (v/v) formic acid, was applied: 0-13.9 min: 5-95 % B, 14.0-14.9 min: 95 % B, 15.0-21.0 min: 5 % B. The flow rate was 0.4 mL/min at a temperature of 30°C. After chromatographic separation, metabolites were ionized in an

electrospray ionization (ESI) source. To maximize ionization yield, the ionization mode was altered between positive and negative ionization while performing the measurements. ESI parameters in positive ionization mode were as follows: electrospray voltage: 4500 V, curtain gas (CUR): 30 psi, collision gas (CAD): 9, temperature: 400°C, gas 1: 60 psi, and gas 2: 75 psi. Electrospray voltage in negative ionization mode was - 4500. All other parameters were similar compared to the positive ionization mode. Metabolites were identified by mass transitions and retention times as follows:

Metabolite	Ionization mode	Precursor mass [Da]	Fragment mass [Da]	Retention time [min]
L-Tryptophan	positive	205	146	5.4
L-Kynurenine	negative	207	144	3.7
2-Aminobenzoic acid	positive	138	92	7.4
3-Hydroxyanthranilic acid	negative	152	108	4.8
Hydroxykynurenine	positive	225	110	2.5

The ratio of the analytic peak area normalized to the internal standard peak area was used for quantification. Metabolite concentrations were calculated using a calibration curve, which was fitted with a quadratic regression using a weighting factor of 1/x (software: Analyst 1.7, Sciex, Framingham, MA, USA). The lowest concentration for the quantification of L-Tryptophan was 3.19 nM, 0.41 nM for L-Kynurenine, 0.4 nM for 2-Aminobenzoic acid, 0.4 nM for 3-Hydroxyanthranilic acid, and 0.15 nM for Hydroxykynurenine.

Bioinformatic analysis

Metabolomics data were analyzed with Metaboanalyst 5.0 (4). Variable Importance in Projection (VIP) was calculated by Partial Least Squares-Discriminant Analysis (PLS-DA), which is a supervised method of multivariate regression techniques. The pathway analysis was conducted based on Kyoto Encyclopedia of Genes (KEGG) metabolic pathways with the hypergeometric enrichment method. Data sets were analyzed using paired Student's t-tests. A p-value of <0.05 was considered significantly different.

RNA sequencing analysis

RNA sequencing

The RNA sequencing library was generated from 100 ng of total RNA using the NEBNext® Single Cell/Low Input RNA Library Prep Kit (New England BioLabs, Frankfurt, Germany) according to manufacturer's protocol. 

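Counts summed over genes in the 17 libraries used range from 18229243 to 71488943, with a median of 39363796. The sums range from 18229243 to 42902537 at Baseline (6 libraries), 28067154 to 71488943 in CS (5) and 34550359 to 49509596 on pVAD (6). Their mean of 40174000 is above the average number of sequenced reads that the paper gives. The sums may therefore not be numbers of distinct reads. Between 22019 and 25830 genes had a read in a library. The 4 most abundant transcripts hold 23.8 to 71.5% of a library, most in CS replicate 4 and then pVAD replicate 6 (57.6%), the 2 libraries with the lowest TMM factor (0.307 and 0.454).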

The libraries were sequenced using a NovaSeq 6000 system and the NovaSeq 6000 S2 Reagent Kit (100 cycles, paired end run) with an average of 3×10^7 reads per RNA sample (Illumina, San Diego, CA, USA). A quality report for each FASTQ file was generated using the FASTQC tool (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc>). Prior to alignment to the reference porcine genome, each sequence in the raw FASTQ files was trimmed on base call quality and sequencing adapter contamination using the Trim Galore! wrapper tool (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Reads shorter than 20 base pairs were removed from the FASTQ files. Trimmed reads were aligned to the reference genome using the open source short read aligner STAR (5). Feature counts were determined using the R package "Rsubread" (6). Only transcripts showing counts greater than 5 at least two times across all samples were considered for further analysis (data cleansing). Transcript annotation was performed using the R package "bioMart" (7).

Bioinformatic analysis

The initial study design comprised six samples for each time point, i.e. Baseline, Cardiogenic shock, and percutaneous ventricular assist device (pVAD)-mediated mechanical unloading in cardiogenic shock (Figure 1). 

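CS replicate 6, from pig 6, holds 2484066 counts over 2891 genes. Leaving it out is the choice that matches the paper's mean normalized counts. Without it, mean counts scaled with DESeq2 size factors differ from those in Supplementary Table 3 by at most 6.71e-06 on the log2 scale. The comparison covers the first 1577 of 26146 rows, those held here. With any other CS library left out, or with none, the largest difference is at least 4.13.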

One sample for the Cardiogenic shock time point was identified as an outlier based on total sequence number compared to the other samples. Because of these most likely technical issues that occurred during the sequencing process the sample was omitted from further analysis.

R software (version 4.0.3, R Foundation for Statistical Computing, Vienna, Austria) was used to perform downstream analysis and data visualization from the annotated raw count data. *DESeq2* (1.30.1) was employed within R to perform differential gene expression based on a negative binomial generalized linear model. 

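This filter keeps 26146 genes, both in the 17 libraries and with the left-out CS library added. Of these 18907 are protein-coding (72.3%), 5831 long noncoding (22.3%), 378 small nuclear, 134 small nucleolar and 118 miRNA genes.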

First, the count data was pre-filtered to keep only rows with at least 5 reads in total. Provided sample information of the time-course study and the annotated pre-filtered raw read counts were used to create a dataset design matrix. *DESeq2* first estimates the size factor or the normalizing factor for different read depths for each gene (8). It also performs a gene-wise dispersion estimate via maximum likelihood, followed by adjustment with the empirical Bayes method. Then, *DESeq2* provides normalized count data for each contrast by negative binomial generalized linear model fitting. Three comparisons were analyzed within this dataset: changes in Cardiogenic shock compared to Baseline, changes in pVAD support in cardiogenic shock compared to Cardiogenic shock (without pVAD support), and changes in pVAD support in cardiogenic shock compared to Baseline. Quantification and significance of differential gene expression were determined using the Wald test that provides quantile-normalized read counts together with $\log_2$ fold change for each contrast, p-value, and adjusted p-value corrected for multiple testing using the Benjamini-Hochberg procedure. All contrasts were compared with one another to identify differentially expressed transcripts and to analyze whether they are specific or overlapping with other groups and are changing in the same or opposite direction. Final read count data was transformed using regularized logarithm for visualization purposes.

Unsupervised Principal Component Analysis (PCA) plot was generated by using the *plotPCA* function within *DESeq2*. *ggplot2* (3.3.3) was employed to generate volcano plots and bar plots. Heatmap visualization and hierarchical clustering were performed with Ward's minimum squared variance algorithm, and dendrograms were generated by Euclidean distance via *pheatmap* (1.0.12). The *enrichR* (3.0) R interface package was used to perform and import pathway enrichment analysis data from the web-based tool *Enrichr* (9). Generation and analysis of Venn diagrams were performed with the software *Vennplex* (10). RNA-seq data have been deposited to the GEO database under the accession number GSE199090.

References

1. Udesen NLJ, Helgestad OKL, Banke ABS, Frederiksen PH, Josiassen J, Jensen LO, et al. Impact of Concomitant Vasoactive Treatment and Mechanical Left Ventricular Unloading in a Porcine Model of Profound Cardiogenic Shock. *Crit Care* (2020) 24(1):95. doi: 10.1186/s13054-020-2816-8.
2. Beste KY, Burhenne H, Kaever V, Stasch JP, Seifert R. Nucleotidyl Cyclase Activity of Soluble Guanylyl Cyclase Alpha1beta1. *Biochemistry* (2012) 51(1):194-204. Epub 2011/11/30. doi: 10.1021/bi201259y.
3. Winterhoff M, Chen F, Sahini N, Ebensen T, Kuhn M, Kaever V, et al. Establishment, Validation, and Initial Application of a Sensitive Lc-MS/Ms Assay for Quantification of the Naturally Occurring Isomers Itaconate, Mesaconate, and Citraconate. *Metabolites* (2021) 11(5). Epub 2021/05/01. doi: 10.3390/metabo11050270.
4. Pang Z, Chong J, Zhou G, de Lima Morais DA, Chang L, Barrette M, et al. Metaboanalyst 5.0: Narrowing the Gap between Raw Spectra and Functional Insights. *Nucleic Acids Res* (2021) 49(W1):W388-W96. Epub 2021/05/22. doi: 10.1093/nar/gkab382.
5. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. Star: Ultrafast Universal Rna-Seq Aligner. *Bioinformatics* (2013) 29(1):15-21. Epub 2012/10/30. doi: 10.1093/bioinformatics/bts635.
6. Liao Y, Smyth GK, Shi W. Featurecounts: An Efficient General Purpose Program for Assigning Sequence Reads to Genomic Features. *Bioinformatics* (2014) 30(7):923-30. Epub 2013/11/15. doi: 10.1093/bioinformatics/btt656.
7. Durinck S, Moreau Y, Kasprzyk A, Davis S, De Moor B, Brazma A, et al. Biomart and Bioconductor: A Powerful Link between Biological Databases and Microarray Data Analysis. *Bioinformatics* (2005) 21(16):3439-40. Epub 2005/08/06. doi: 10.1093/bioinformatics/bti525.
8. Love MI, Huber W, Anders S. Moderated Estimation of Fold Change and Dispersion for Rna-Seq Data with Deseq2. *Genome Biol* (2014) 15(12):550. Epub 2014/12/18. doi: 10.1186/s13059-014-0550-8.
9. Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV, et al. Enrichr: Interactive and Collaborative Html5 Gene List Enrichment Analysis Tool. *BMC Bioinformatics* (2013) 14:128. Epub 2013/04/17. doi: 10.1186/1471-2105-14-128.
10. Cai H, Chen H, Yi T, Daimon CM, Boyle JP, Peers C, et al. Vennplex--a Novel Venn Diagram Program for Comparing and Visualizing Datasets with Differentially Regulated Datapoints. *PLoS One* (2013) 8(1):e53388. Epub 2013/01/12. doi: 10.1371/journal.pone.0053388.

How the deposited data were processed for this re-analysis (not part of the article)

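RNA from serum of 6 pigs at Baseline, in CS and on pVAD support was sequenced by the authors from 100 ng of total RNA with a low-input kit on a NovaSeq system. The authors trimmed the reads with Trim Galore 0.4.4, aligned them to the pig genome with STAR 2.4.2a, counted them per Ensembl gene with featureCounts in R 3.6.0 and annotated the genes with biomaRt. The deposited values are raw counts per gene without normalization. The genome build is not stated, and gene coordinates of Supplementary Table 3 overlap the Sscrofa11.1 genes of the same identifier for 1467 of 1502 genes that could be compared.

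The analysis started from these counts. A gene entered with at least 5 reads in total over the libraries used. The main analysis took R 4.3.3 with edgeR 4.0.16: TMM factors, the quasi-likelihood test, a single fit of 17 libraries with the time point as the only term, and the comparisons CS vs. Baseline, pVAD vs. CS and pVAD vs. Baseline. A transcript was called at unadjusted p below 0.05 and a fold change above 1.5 (log2 0.585), as in the paper, and the Benjamini-Hochberg adjusted p was held against 0.05. All p values of these tests are two-sided. For CPM on the log2 scale a prior count of 2 was used, and a group without any read was given a floor of 3 reads. Such floors, and the standard errors of genes with few reads, cover counting error only.

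Depth, as counts summed over genes, ranges from 18229243 to 71488943 per library. miR-200b has 0 to 24 reads per library. In 5 simulations of counts at this depth with 200 changed transcripts each, drawn from those with at least 10 reads per library, 87.8 and 88.6% of the 4-fold changes passed the threshold in CS vs. Baseline and pVAD vs. CS. In a simulation that moved only the 99 splicing genes, 1 of 24 lists was called.

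Named genes were chosen by a fixed rule: the 8 smallest p values per direction and comparison among genes with a symbol and at least 10 reads per library on average, up to 4 called genes of each list, the genes the paper names, and miRNAs past the threshold. The gene lists cover splicing, TGF-beta signaling, hypoxia targets, 9 cell types, ribosomal proteins, mitochondrially encoded proteins, the nuclear-encoded respiratory chain, chaperones, immediate early genes, cytokines, interferon-stimulated genes, aminoacyl-tRNA synthetases, the cell cycle, keratinocyte genes, 2 miRNA groups and the regulators named in the paper. They were written from general knowledge before the deposited counts were examined, but after Supplementary Tables 3 and 4, which hold results of the same data, had been read, and so are not independent of them. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. Enrichment among called genes was tested with a one-sided Fisher test against the tested genes with a symbol. Sample structure was tested with PERMANOVA on Euclidean distances of log2 CPM, and differences in read shares and miRNA levels with exact permutation tests.

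The authors' sample sheet gives the pig of each library: replicates 1 to 6 are pigs 3, 10, 12, 8, 4 and 6. Libraries of the same pig correlated with a median r of 0.135 over 16 pairs (-0.246 to 0.596) and those of different pigs with -0.0206 over 80 pairs (-0.507 to 0.394), each gene centered on its time point.

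Alternatives were DESeq2 1.42.0, RLE size factors, filterByExpr, no filter, all 18 libraries, the pig as a block, fits with 2 time points only, removal of mitochondrial and ribosomal RNA genes, other thresholds, separate CS libraries for the 2 comparisons that share them, and each library left out in turn. A fit without the 2 libraries of lowest TMM factor, principal components of variance-stabilized counts, and the exact test of miR-200b within pigs were added after seeing the data.

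CS replicate 6 was left out, as in the paper. The first 1577 of 26146 rows of Supplementary Table 3 were held, and Supplementary Table 4 lacks 2 sheets, so neither was used for overlaps or set tests. Cardiac output, metabolites, and the targets of transcriptional regulators are not analysed here. The 2 annotated copies of 5.8S ribosomal RNA carry nearly the same counts (at most 0.0633% apart) and were kept as given.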

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

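All tests in this part were set before their results were computed, and for the weight of a single CS library the extremes per library had been seen, though not the counts without it. About 1 in 20 groups is expected to hold a value apart by chance alone, and 10 of 51 did.

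The 229 transcripts called in opposite directions are best weighed against the design, since the same CS libraries enter both comparisons with opposite sign. With separate CS libraries for each comparison the number found was 1.24 times that expected from independent call sets. This is within the limit set beforehand for the sharing of CS libraries. Each comparison then holds fewer CS libraries, so true reversals would be called less often too. The ratio therefore cannot show that sharing is the source of most of the set. CS replicate 1 may weigh on the number: without it 123 are called, 53.7% of 229, between the limits set for a yes and a no, so its part cannot be told apart. Random regroupings of the libraries gave as many in 22 of 100 (highest other 1237), and regroupings within pigs in 21 of 100 (highest other 1506), so chance cannot be excluded. Here and below the 100 include the real grouping, which always reaches its own value.

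That miR-200b had 0 reads in every CS library could reflect a poorer recovery of rare transcripts in those libraries. Of 350 transcripts of similar abundance, 15 were at 0 in all 5 CS libraries, against a median of 6 over all sets of 5 libraries, and 19.6% of the sets held as many. The limit set beforehand would exclude the explanation when CS lies outside the top 5% of sets. It was set aside after the value was seen, as too weak a bound, since the CS value leans the way the explanation needs. A true loss in CS and poorer recovery therefore cannot be told apart. At least 3 miRNA genes called in opposite directions were found in 64 of 100 groupings (highest other 11), so chance cannot be excluded.

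Reads over olfactory receptor genes could come from DNA in the serum RNA. Their median level is 9.17% of that of the other protein-coding genes, between the limits of 5 and 25% set beforehand, so DNA and transcripts cannot be told apart here.

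For the number of called transcripts chance cannot be excluded in any comparison. CS vs. Baseline called 738, and 45 of 100 groupings called as many (highest other 4649). pVAD vs. CS called 635, and 55 of 100 did (highest other 2950). pVAD vs. Baseline called 218, and 99 of 100 did (highest other 5075). Regroupings within pigs gave as many in 37, 35 and 95 of 100, with highest others of 3154, 2287 and 1393. These groupings move time points around inside an animal, and so keep the pigs balanced. Groupings that call several times the real number point to a structure among the samples that is not the time point. It is not the pig alone, since groupings within pigs reach such numbers too.

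For gene lists chance cannot be excluded in CS vs. Baseline (3 lists, 64 of 100, highest other 11) or pVAD vs. Baseline (2 lists, 79 of 100, highest other 15). In pVAD vs. CS 3 of 100, the real grouping included, gave as many (10 lists, highest other 13), so chance is excluded as the sole source of this count taken by itself. It is 1 of 13 such counts, the lists were written after results of the same data had been read, and the 10 fall to 0 without CS replicate 4, with an estimated correlation or with fry, so the count does not tie the lists to the time point. For splicing genes among the transcripts higher in CS 2 of 100, the real grouping included, gave as small a p (one-sided Fisher exact p = 2.2e-08, smallest other Fisher exact p 1.6e-08). In regroupings within pigs, for which no limit was set beforehand, the smallest other Fisher exact p was 2.42e-06. The paper's own enrichment of splicing in these data had been read before this list was chosen, an advantage the regroupings lack, so whether chance is excluded stays open.

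Baseline replicate 3 had the lowest share of counts in its 4 most abundant transcripts at Baseline (32.8%, next 44.15%) and the highest TMM factor (1.465, next 1.049). Baseline replicate 6 had the highest share of small nuclear RNA (0.05537%, next 0.01418%), of small nucleolar RNA (0.006706%, next 0.001872%) and of miR-451 (0.5758 CPM, next 0.08891). In Baseline replicate 1 alone miR-141 was read (0.07548 CPM, next 0). On pVAD, replicate 1 had the most miR-200b (0.4361 CPM, next 0.106), replicate 6 the most miR-223 (2.758 CPM, next 0.5936) and replicate 2 the most miR-451 (0.2968 CPM, next 0.0992). Among all 6 CS libraries, replicate 6 had the fewest genes with a read (2891, next 22019).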

How the results depend on the processing

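Some alternatives here were chosen after seeing the data: the fit without the 2 libraries of lowest TMM factor, the test of miR-200b within pigs and the variance-stabilized principal components. All others were set beforehand.

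Leaving out each library in turn, CS vs Baseline ranged from 486 (without CS replicate 1) to 1066 (without CS replicate 2), with 248 to 628 of them higher. pVAD vs CS ranged from 388 (without CS replicate 1) to 999 (without CS replicate 2), with 190 to 452 higher and 198 to 574 lower. pVAD vs Baseline ranged from 180 (without Baseline replicate 2) to 422 (without Baseline replicate 6), with 80 to 239 higher and 82 to 183 lower. The inversely regulated transcripts ranged from 123 (without CS replicate 1) to 424 (without CS replicate 5).

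With all 18 libraries, the shallow CS replicate 6 included, CS vs Baseline had 631 higher and 123 past adjustment, pVAD vs CS 598 lower and 134 past adjustment, and the inversely regulated transcripts were 624. After filterByExpr pVAD vs CS had 182 higher and pVAD vs Baseline 110 in all, 53 higher and 57 lower. At unadjusted p below 0.01 the counts were 82 (46 higher, 36 lower), 69 (30 and 39) and 19 (9 and 10), with 16 inverse. With separate CS libraries the inverse median was 12.

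The exact p of miR-200b for CS vs Baseline ranged from 0.04762 (without Baseline replicate 2) to 0.1667 (without Baseline replicate 1), and that for pVAD vs CS from 0.007937 (without pVAD replicate 6) to 0.1381 (without CS replicate 1). Without the 2 libraries of lowest TMM factor the latter was 0.05556, and within pigs 0.0625. No exact p was computed for the fits with DESeq2, with the pig as a block or with 2 time points only, and filterByExpr removes the gene.

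The splicing enrichment fell to an odds ratio of 2.93 without the 2 libraries of lowest TMM factor and no longer passed (one-sided Fisher p = 0.0542). The TGF-beta enrichment for pVAD vs CS reached 2.82 with all 18 libraries and passed there alone (one-sided Fisher p = 0.0402). Gene lists past the threshold in CS vs Baseline ranged from 1 (without Baseline replicate 6) to 5 (without CS replicate 2), in pVAD vs CS from 0 (without CS replicate 4) to 12 (without CS replicate 2) and in pVAD vs Baseline from 0 (without Baseline replicate 1) to 3 (without pVAD replicate 5). With all 18 libraries there were 5 in pVAD vs CS and 0 in pVAD vs Baseline, and without the 2 libraries of lowest TMM factor 1 in pVAD vs CS. With the pig as a block there was 1 in CS vs Baseline and 1 in pVAD vs Baseline, and without mitochondrial and ribosomal RNA genes 0 in pVAD vs Baseline. With an estimated correlation and with fry there were 0 in each of the 3 comparisons.

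Genes whose direction turned were mostly not called. For miR-429 DESeq2 gave -0.06746 in pVAD vs CS, and leaving out single libraries gave -0.2495 to 2.001 in CS vs Baseline and -0.5866 to 1.008 in pVAD vs CS. With all 18 libraries ATF2 was at -0.1194 and BCL3 at -0.04672 in CS vs Baseline, and PGLYRP1 at -3.351, CREB1 at 0.02525 and ATF2 at 0.186 in pVAD vs CS. With the pig as a block NFYB was at 0.1072 and BCL3 at -0.1166 in CS vs Baseline, and NFYB at -0.008414 in pVAD vs CS. Without the 2 libraries of lowest TMM factor CREB1 was at -8.95e-05 and 0.03117. Without single libraries, in CS vs Baseline CREB1 ranged from -0.000194 (without CS replicate 4) to 0.5013, NFYB from -0.7643 to 0.04285 (without Baseline replicate 6), BCL3 from -0.392 (without CS replicate 1) to 0.5341 and GABPA from -0.2744 to 0.0968 (without CS replicate 3). In pVAD vs CS CD3D ranged from -1.679 to 0.1375 (without CS replicate 4), CREB1 from -0.3551 to 0.1463 (without CS replicate 4) and ATF2 from -0.3796 to 0.1069 (without pVAD replicate 1).

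Differences in the share of gene types, in percent of counts, also turned. In CS vs Baseline protein-coding genes ranged from -5.89 to 5.358 (without CS replicate 4), long noncoding RNAs from -4.396 (without CS replicate 4) to 5.344 and miRNA genes from -0.0006814 to 0.0002602 (without Baseline replicate 6). In pVAD vs CS protein-coding genes ranged from -4.853 (without CS replicate 4) to 6.939 and long noncoding RNAs from -6.447 to 3.293 (without CS replicate 4).

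Over all settings 3960 values of named genes kept their direction and stayed called or stayed uncalled, 733 lost the call and 29 turned. These settings include fits without a library that belongs to neither time point compared, which hardly test a call. Lists past the threshold kept the call in 270 and lost it in 118. The pig as a block changed the call of no other gene or list given in the text than those named with it.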

Differences from the paper's values

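The second principal component holds 13% of the variance here, against the paper's about 24% (Supplementary Figure 2A, read by eye). None of the alternatives set beforehand comes near it: 14% with the 500 genes of largest variance, 12.6% with every gene and 7.79% with all 18 libraries. With variance-stabilized counts of 500 genes, a setting added after seeing the data, it holds 25.7%.

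The paper ties the transcripts lowered in CS to TGF-beta signaling. Here 1 of 57 genes of a list written for that pathway, BMPR1A, was called lower and 2 were called higher, and the list leaned higher (camera adjusted p = 0.284, two-sided). The paper ran Enrichr on transcripts called with DESeq2. Gene set, calls and test therefore differ, and this does not repeat its enrichment.

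The paper names miR-200b as the sole miRNA among the transcripts called in opposite directions. Here edgeR gave 3, and DESeq2 gave 1, as in the paper.

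Counts of called transcripts come closest to the paper's with DESeq2: 930 for CS vs. Baseline (paper 932), 833 for pVAD vs. CS (paper 838), 239 for pVAD vs. Baseline (paper 240) and 317 in opposite directions (paper 315), against 738, 635, 218 and 229 with edgeR.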

Other observations

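All 13 mitochondrially encoded protein genes were above Baseline in CS and below CS on pVAD, in comparisons that share the CS libraries. As a list they did not pass in CS, and their pVAD call is lost with an estimated correlation and without CS replicate 4. ATP8, a small subunit of ATP synthase, was called in both comparisons (log2 1.53 and -1.27). Of the nuclear genes for the respiratory chain, ATP5ME, another ATP synthase subunit, rose in CS and fell on pVAD (log2 1.44 and -1.66). Both ATP8 calls are lost without CS replicate 4 (0.30 and -0.04), the fall also without most other single libraries and with the pig as a block (-1.01). Both ATP5ME calls are lost without CS replicate 1 (0.67 and -0.89), the rise also without Baseline replicate 2 (1.31) or with the block (0.81).

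Keratinocyte genes were called in both directions in CS, and their list did not pass. KRT1, a keratin of the upper epidermis, and CST6, a cystatin of the cornified layer, were higher (log2 0.96 and 2.63), and KRT77, another epidermal keratin, lower (-0.80). Both calls are lost without CS replicate 1 (0.56 and 1.40), that of KRT1 also without Baseline replicate 2 (0.81), and that of KRT77 without CS replicate 4 (-0.62) or Baseline replicate 4 (-0.68). TNF, a cytokine of activated macrophages, fell on pVAD (log2 -1.24), a call lost without CS replicate 4 (-0.91). IRF9, an interferon signaling factor, was read in CS replicate 4 alone, with 23 reads.

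In CS vs. Baseline the lists not described so far gave these calls. Mitochondrially encoded proteins had 1 of 13 higher (camera adjusted p = 0.193), the nuclear respiratory chain 1 of 59 higher (0.284) and ribosomal proteins 0 of 51 (0.256). Cytokines had 1 of 26 higher (0.284), interferon-stimulated genes 2 of 25 higher and 2 lower (0.268), with 1 past adjustment over the list alone (IFI6, 0.00592), and aminoacyl-tRNA synthetases 0 of 33 (0.589). Cell cycle genes had 3 of 37 higher and 2 lower (0.822), keratinocyte genes 5 of 30 higher and 1 lower (0.268), and the regulators 0 of 6 (0.443).

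In pVAD vs. CS mitochondrially encoded proteins had 0 higher and 1 lower (camera adjusted p = 0.000353, adjusted p = 0.434 with an estimated correlation). Ribosomal proteins had 3 lower (0.0186, adjusted p = 0.708 with an estimated correlation), the respiratory chain 1 lower (0.0443, adjusted p = 0.337 with an estimated correlation) and cell cycle genes 1 higher and 2 lower (0.0335, adjusted p = 0.337 with an estimated correlation). Without CS replicate 4 none of these 4 passed (0.224, 0.656, 0.453 and 0.224), and the last 3 also failed without several other single libraries. With the pig as a block ribosomal proteins (0.527) and the respiratory chain (0.0557) failed. Cytokines had 1 lower (0.274), interferon-stimulated genes 1 higher and 2 lower (0.059), synthetases 0 (0.724), keratinocyte genes 2 lower (0.0502) and the regulators 0 (0.142).

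In pVAD vs. Baseline 2 lists passed. Mitochondrially encoded proteins had 0 called (camera adjusted p = 0.0409, direction down, adjusted p = 0.999 with an estimated correlation) although their median and mean log2 changes were positive (0.07 and 0.07). Cell cycle genes had 0 higher and 2 lower (0.0409, adjusted p = 0.695 with an estimated correlation). Neither passed without pVAD replicate 4 (0.992 and 0.429) or without several other single libraries, and mitochondrially encoded proteins also failed with the pig as a block (0.118). Other lists had at most 1 gene called in a direction, and none passed.

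The 3 measured miRNAs of heart, liver and blood cells were too few for a list test, and 0 were called. In pVAD vs. Baseline 13 miRNA genes were called, among them ssc-mir-320 (0 reads at Baseline, fitted log2 4.97) and ssc-mir-30a (-4.95), all with few reads. Neither was called with DESeq2 (4.13 and -5.03), and ssc-mir-30a also not without Baseline replicate 2 (-2.44) or with the pig as a block (-3.86).

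Across all transcripts the log2 changes of CS vs. Baseline and pVAD vs. CS correlate at -0.682, against -0.55 in simulated counts without any change or pig differences and -0.056 with separate CS libraries.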
